A study of Mus musculus with 4 samples.

How the data were processed

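RNA was measured in the livers of male C57BL/6 mice, an inbred laboratory strain, that ate a diet with 60% fat for 12 weeks. The diet of one group also held UAB126 at 1.2 g per kg of diet. UAB126 is a compound that the labels give only by this code, and its identity is not given in the sources used here. There were 2 libraries per group, named here vehicle replicate 1 and 2 and UAB126 replicate 1 and 2. The titles number the libraries, and nothing further says that they came from separate animals, so the p-values measure the spread between these 4 samples, part of which may be technical.

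Per the labels' protocols, total RNA from frozen liver was selected for polyadenylated RNA, fragmented, copied with random primers in the presence of actinomycin D and sequenced from both ends. Per the submitters' processing notes, the tools were Trim Galore 0.4.1, STAR 2.5.1b, Cufflinks 2.2.1 and Cuffdiff, and the genome build was mm10. The gene annotation and the settings of these tools are not given in the sources used here, and neither is any batch or collection time. The authors deposited 1 table of FPKM values, which are fragments scaled by transcript length and by mapped fragments, with a column per library. FPKM values are already scaled for library size and transcript length, so the number of fragments behind a value cannot be read from it directly, and no count test was run.

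The table held 27216 rows. Of these, 3634 had no gene symbol and were left out, and 595 named several genes at once and were kept under their joint name, of which 447 were tested. Rows that shared a symbol (1302 rows of 569 symbols) were summed, which left 22849 symbols. Rows with several names were not used as members of gene lists, because their FPKM cannot be divided between the genes. Positions and transcript lengths came from the GENCODE M21 annotation of GRCm38, the assembly also called mm10, matched by symbol: 20602 of 20751 symbols with a single position overlapped the deposited locus (99.3%). The longest annotated transcript was taken as the length of a gene.

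The column sums differed, at 5699000 and 11760000 FPKM in vehicle replicates 1 and 2 and 2464000 and 2891000 FPKM in UAB126 replicates 1 and 2. They were set by a few rows with very high values, and sums of FPKM are no measure of depth. The relative depth was read from the low values, which fall on steps worth 1 fragment. Taking UAB126 replicate 1 as 1, the depth was 0.691 in vehicle replicate 1, 0.404 in vehicle replicate 2 and 0.703 in UAB126 replicate 2. With these steps, 63.6%, 54.1% and 63.8% of the ratios of low rows (under 0.3 FPKM) to UAB126 replicate 1 were whole within a tolerance of 0.01 in vehicle replicate 1, vehicle replicate 2 and UAB126 replicate 2, against 8%, 7.1% and 8.8% with decoy steps. The absolute depth is unknown. The shallowest library, vehicle replicate 2, gives the least precise values of low genes.

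Some entries are doubtful. Albumin (Alb), the most abundant hepatocyte transcript, is listed at 0 in 3 of the 4 libraries. In all, 52 symbols are listed at 0 in at least 1 library and above 20 FPKM in another. Many of these are small RNA genes, for which a 0 need be no error: on rows of 61 bases the smallest value above 0 in a library was 77.0 to 190.4 FPKM. A 0 is therefore reported only as listed at 0, with the value of each library. Other rows are implausibly high: the 4 symbols with the highest mean were Gm13769, Epm2a, Cdk8 and Scap, with means from 356623 to 2201330 FPKM. Genes with near-identical copies (major urinary proteins, serum amyloid A, and several cytochrome P450, glucuronosyltransferase and ribosomal protein genes) share reads with their copies, and their single values are uncertain. The kit's strand information is not stated, so overlapping genes on opposite strands cannot be told apart.

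For the test of genes, log2(FPKM + 1) was computed, so that a log2 difference is on the log2(FPKM + 1) scale and understates the change of low genes. The 10786 symbols with a mean of at least 1 FPKM over the 4 libraries were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, group as the only term). The test was two-sided, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, two-sided, adjusted over the 36 lists with at least 5 tested genes. Before the data were examined, 42 lists had been written down: 28 pathway lists and 14 lists of cell type markers. The test, its alternatives and the rule for named genes were also fixed then. An exact permutation of 2 against 2 libraries cannot reach 0.05. Other numbers were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

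The rule for named genes took, among genes past the threshold, up to 12 with the largest rise and 12 with the largest fall. Free places went to genes with the smallest unadjusted p whose groups did not overlap and whose fold of mean FPKM was at least 1.5. From each list described, up to 4 members with the smallest unadjusted p were named, and further members with a well-known role, chosen after their values were seen, were given as values. Alb and the 4 highest genes were named as checks. Predicted genes, pseudogenes and small RNA genes were counted and not named under the first part of the rule.

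The gene test was tested on simulated data for the comparison of UAB126 with vehicle: 10 simulations of 10786 genes with 200 changed genes each. It recovered 3.8% of 2-fold, 67.2% of 4-fold, 88.2% of 8-fold and 96.8% of 16-fold changes, with 5.5% false calls among all calls. With 2 libraries per group, a change of 2-fold in a single gene is thus mostly out of reach. In 10 simulations of the list test, 0 of 360 unchanged lists were called, and a list shifted as a whole was called in 10 of 10. These simulated genes were independent, which real list members are not.

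The alternatives were a pseudocount of 0.1, no filter and a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, eBayes with one prior spread or a robust prior, the replicate number as a block, leaving out each library, rows not summed, a threshold of 0.1, and, for lists, an estimated correlation, limma's fry (which tests whether the members of a list move, on balance, one way, without comparing them with other genes) and camera on ranks. Chosen after seeing the data were removal of each library's trend with transcript length (loess with a span of 0.5 on log10 length, for the 9770 tested symbols with a length, 90.6%), leaving out the symbols listed at 0 in one library and above 20 FPKM in another, keeping rows with no symbol, and using rows with several names as list members.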

Results

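The comparison asked how UAB126 in a high fat diet changed gene expression in mouse liver. Liver RNA was measured as FPKM in 2 libraries on the diet alone (vehicle) and 2 on the diet with UAB126, and 10786 gene symbols passed the filter on low values. In each library, between 10494 and 10772 symbols had at least 1 FPKM. Across tested genes, the Pearson correlation of log2 values between libraries ran from 0.914 to 0.959. It was 0.953 between the vehicle libraries and 0.959 between the UAB126 libraries, but vehicle replicate 1 was as close to UAB126 replicate 1 (0.955) as to the other vehicle library.

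Livers with UAB126 had far lower levels of the acute phase genes Saa1 and Saa2 and higher levels of the hormone gene Fgf21 and the stress gene Nupr1. Of 10786 genes, 15 passed the threshold, 5 higher and 10 lower with UAB126 (limma, adjusted p under 0.05), and 1446 had an unadjusted p under 0.05. Saa2 fell by 7.81 ± 0.40 on the log2 scale (limma's moderated SE, n = 2 per group, limma adjusted p = 0.0207). It went from 5449 and 11222 FPKM in vehicle to 32.7 and 35.1 FPKM with UAB126, a ratio of means of 246. For every gene ± is this SE, which takes 3.35 of its 5.35 degrees of freedom from the spread of other genes. Saa1 fell by 6.88 ± 0.45 (limma adjusted p = 0.0294), from 5667 and 12285 FPKM to 83.2 and 59.0 FPKM. These neighbouring genes encode serum amyloid A, a plasma protein of inflammation, and lie on chromosome 7 at 46751790 to 46754313 (Saa2) and 46740497 to 46742980 (Saa1) of mm10. As near-identical copies they share reads.

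Fgf21, which encodes a liver hormone induced by fasting and stress (chromosome 7, 45613886 to 45615490), rose from 4.51 and 3.44 FPKM to 67.6 and 111.1 FPKM, a log2 difference of 4.15 ± 0.29 (limma adjusted p = 0.0345). Nupr1, a stress-induced nuclear protein gene (chromosome 7, 126623249 to 126630861), rose from 3.80 and 6.53 FPKM to 91.7 and 167.1 FPKM (log2 difference 4.38 ± 0.37). Vmn2r3, annotated as a vomeronasal receptor gene (chromosome 3, 64257215 to 64289709), was listed at 0 and at 0.291 FPKM in vehicle and at 9.90 and 8.08 FPKM with UAB126 (log2 difference 3.13 ± 0.23). A row naming Gm2083 and Mup19 together, of the major urinary protein family, rose from 14.2 and 13.7 to 63.9 and 70.3 FPKM. The remaining gene that rose was a microRNA gene.

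Besides the serum amyloid genes, 5 named genes fell. Cyp26a1, the main retinoic acid hydroxylase (chromosome 19, 37697798 to 37701536), went from 26.0 and 16.8 FPKM to 0.604 and 0.561 FPKM, a log2 difference of -3.79 ± 0.25 (limma adjusted p = 0.0294). Serpina12, which encodes the secreted protein vaspin (chromosome 12, 104028769 to 104044443), went from 39.5 and 52.5 to 3.38 and 1.49 FPKM (log2 difference -3.82 ± 0.32). Cidea, a lipid droplet protein gene (chromosome 18, 67343604 to 67367785), was at 7.17 and 5.87 FPKM in vehicle and at 0.129 FPKM and listed at 0 with UAB126 (log2 difference -2.82 ± 0.22). Its call was lost when the trend with transcript length was removed (adjusted p = 0.105, log2 difference -2.40) and with a pseudocount of 0.1 (adjusted p = 0.0662), as was that of Vmn2r3 with that pseudocount (0.0896). Cyp2d40, a cytochrome P450 gene (chromosome 15, 82759833 to 82764183), went from 159.8 and 173.7 to 23.6 and 26.4 FPKM, and Slc15a5, a member of the peptide transporter family (chromosome 6, 137983586 to 138079916), from 8.87 and 9.28 to 1.39 and 1.504 FPKM. With one prior spread for all genes the calls of Nupr1, Serpina12, the Gm2083 and Mup19 row (adjusted p = 0.0508 each) and Slc15a5 (0.0527) were lost, and that of Slc15a5 also at a mean of at least 5 FPKM (0.0858). The other 3 genes that fell were an uncharacterised clone, a microRNA and a small nucleolar RNA. The 3 small RNA genes among the 15 are listed at 0 in both libraries of a group. Their values above 0 ran from 15.6 to 118.5 FPKM on transcripts of 73 to 127 bases, so these calls may rest on few fragments. Without symbols at 0 in one library and above 20 FPKM in another, 21 genes passed (8 higher, 13 lower), 12 of them shared with the 15.

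**Figure D1:**
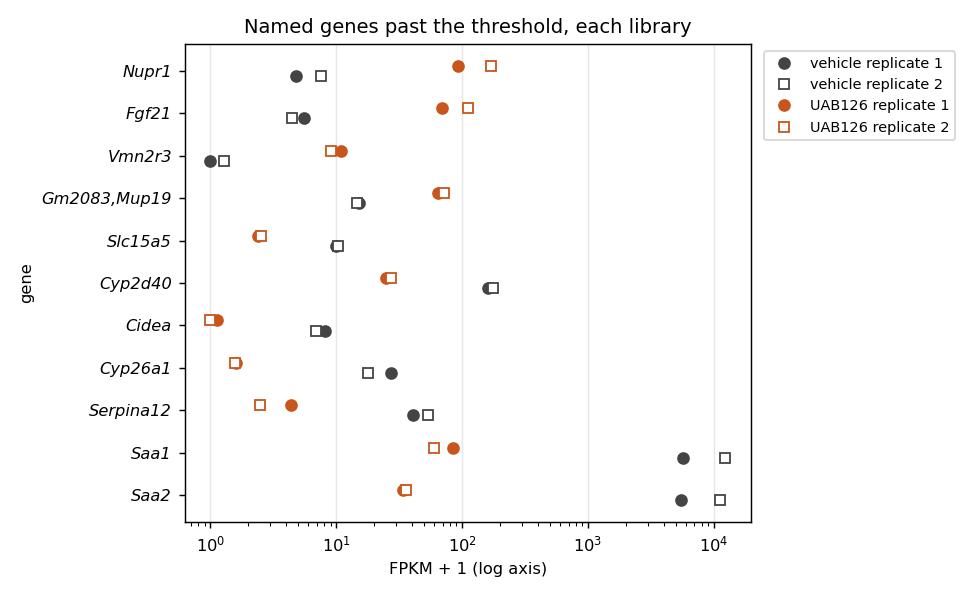
FPKM + 1 on a log axis of the 11 named genes past the threshold, with a point for each of the 4 libraries (filled circles, replicate 1; open squares, replicate 2; black, vehicle; orange, UAB126). In each gene both UAB126 libraries lie on one side of both vehicle libraries, as for Saa2 with 32.7 and 35.1 FPKM against 5449 and 11222 FPKM.

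Further genes were named by rule and did not pass. Among those higher with UAB126, Asns (asparagine synthetase) was at 1.04 and 1.43 FPKM in vehicle and 10.2 and 15.4 FPKM with UAB126 (limma adjusted p = 0.0549), and Psat1 (serine synthesis) was at 0.366 and 1.18 against 8.30 and 9.26 FPKM (adjusted p = 0.0707). Cyp2a22, a cytochrome P450 gene, was at 1.78 and 1.17 against 17.2 and 32.1 FPKM. Cyp39a1, an oxysterol hydroxylase, was at 3.60 and 3.42 against 21.0 and 36.2 FPKM. Apcs, serum amyloid P, was at 78.8 and 100.5 against 352.1 and 398.7 FPKM, opposite in direction to the serum amyloid A genes. Arhgef2, App and Car2 were higher by 1.89 ± 0.19, 2.07 ± 0.23 and 1.82 ± 0.21 on the log2 scale. Among those lower, Oat (ornithine aminotransferase) was at 539.6 and 599.2 against 87.0 and 105.7 FPKM, and Lcn2 (lipocalin 2) at 110.5 and 207.7 against 12.5 and 11.2 FPKM, each with an adjusted p of 0.0531. Tpm2, Ugt2b38 and Obp2a had log2 differences of -2.32 ± 0.23, -1.85 ± 0.19 and -3.76 ± 0.38.

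The number of genes past the threshold moved with the libraries used. The count was 442 without vehicle replicate 1, 56 without vehicle replicate 2, 14 without UAB126 replicate 1 (all higher, 1 shared with the 15) and 0 without UAB126 replicate 2. None of the 11 named genes passed without either UAB126 library, with no filter on low values or with rows with no symbol kept, where the total degrees of freedom of the test fell from 5.35 to between 3.60 and 4.32. Their differences kept their direction in every alternative, with a log2 difference of -8.33 to -7.29 for Saa2, 3.79 to 4.63 for Fgf21 and -2.77 to -2.46 for Cyp2d40. The size moved more for the low genes Cidea (-5.44 to -2.40) and Vmn2r3 (2.95 to 5.52). The count was 12 higher and 12 lower after quantile normalization and 16 higher and 10 lower after removal of the length trend, against 5 and 10. That removal also changed the gene set, to the 9770 symbols with a length. The Gm2083 and Mup19 row and the uncharacterised clone have no length and were not in it. Vehicle replicate 2 and UAB126 replicate 1 departed from the other libraries by transcript length. Among the 980 genes with the shortest transcripts, vehicle replicate 2 exceeded vehicle replicate 1 by a median of 0.51 on the log2 scale. UAB126 replicate 2 exceeded UAB126 replicate 1 there by 0.44, and differed from vehicle replicate 1 by a median of 0. The median difference of UAB126 from vehicle was -0.42. Among the 977 genes with the longest that difference was 0.14, and across genes the Spearman correlation of the difference with length was 0.33 (genes are not independent replicates).

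**Figure D2:**
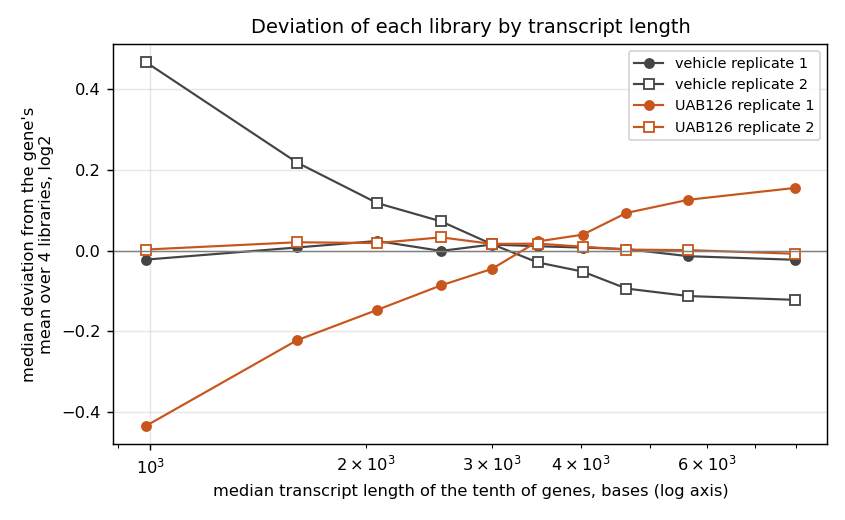
Median deviation of each library's log2(FPKM + 1) from the gene's mean over the 4 libraries, for 10 groups of genes of nearly equal size ordered by transcript length (log axis, bases). Vehicle replicate 2 lies at 0.47 and UAB126 replicate 1 at -0.43 in the group with the shortest transcripts, while the other two libraries stay near 0.

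Of the 36 gene lists tested, 19 passed (camera at the preset correlation), 9 higher and 10 lower with UAB126. The balance of directions moved with the scaling: after quantile normalization 8 lists passed as higher and 3 as lower. None passed with an estimated correlation, where adjusted p ran from 0.702 upward, and none with fry, where the lowest was 0.204. A call lost with an estimated correlation does not show that correlated members made it. The cholesterol list had an estimate of -0.0025, below the preset 0.01, yet its unadjusted p went from 2.97e-07 to 0.0298. For the unfolded protein list, with an estimate of -0.0056, it went from 8.19e-04 to 0.0651. Below, the adjusted p of each list that passed is given at the preset correlation and then with an estimated one, and that of other lists at the preset correlation. For a single gene, chance places both UAB126 libraries above both vehicle libraries in 16.7% of cases.

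The glucocorticoid and fasting response list rose (adjusted p = 9.52e-08, and adjusted p = 0.717 with an estimated correlation). Its median log2 difference was 0.88, and from 0.68 to 1.49 over the fits without 1 library. Both UAB126 libraries were higher than both vehicle libraries in 12 of its 17 tested genes and lower in 1. Of these genes 9 passed adjusted over the list alone, all higher, and over all genes 0. Igfbp1, an insulin-repressed binding protein, was at 30.3 and 34.8 FPKM in vehicle and 151.1 and 349.3 FPKM with UAB126. Zbtb16, a glucocorticoid-induced transcription factor, was at 1.07 and 1.99 against 7.99 and 12.0 FPKM. Cdkn1a and Sgk1 had log2 differences of 2.64 ± 0.41 and 1.31 ± 0.23. The list of gluconeogenesis and insulin signalling, which shares Igfbp1 and Pck1 with it, rose too (adjusted p = 0.0269, and adjusted p = 0.702 with an estimated correlation). In it 9 of 22 genes were higher in both UAB126 libraries and 3 lower, and adjusted over the list alone 3 passed (Trib3, Igfbp1 and Pck1) and over all genes 0. Pck1, which encodes the gluconeogenic enzyme PEPCK, was at 500.5 and 592.2 against 1157 and 1560 FPKM, and Foxo1 differed by 0.73 ± 0.19. This call was lost without vehicle replicate 2, with the length trend removed (adjusted p = 0.173), with no filter (0.0525) and with camera on ranks (0.0723). The list's median log2 difference was 0.203 without vehicle replicate 2 and 0.145 with the length trend removed, against 0.149 in the main fit.

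The PPAR-alpha and fatty acid oxidation list rose (adjusted p = 0.00322, and adjusted p = 0.842 with an estimated correlation), with 16 of 36 genes higher in both UAB126 libraries and 5 lower. Past the threshold adjusted over the list alone were 8, all higher, and over all genes 1, Fgf21. After Fgf21 the largest difference was in Cyp4a31, a fatty acid hydroxylase with near-identical copies that share reads, which was at 5.43 and 1.37 against 46.9 and 95.0 FPKM. Abcd2 and Ucp2, for a peroxisomal transporter and a mitochondrial carrier, differed by 1.16 ± 0.20 and 1.07 ± 0.20. Cpt1a, the gate enzyme of mitochondrial fatty acid uptake, was at 105.9 and 68.6 against 114.4 and 114.7 FPKM. Without UAB126 replicate 2 the list had an adjusted p of 0.0541.

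The unfolded protein and integrated stress response list rose (adjusted p = 0.00369, and adjusted p = 0.702 with an estimated correlation), with 13 of 25 genes higher in both UAB126 libraries and 7 lower. Adjusted over the list alone 7 passed as higher and 1 as lower, and over all genes 1, Fgf21. Besides Asns and Psat1, Trib3 (a pseudokinase gene) was at 4.21 and 4.53 against 23.1 and 55.6 FPKM, and Mthfd2 (mitochondrial folate enzyme) at 0.605 and 0.898 against 3.55 and 3.90 FPKM. Xbp1, a transcription factor of the unfolded protein response, was at 244.6 and 228.9 against 111.5 and 104.8 FPKM. The chaperone gene Hspa5 was at 396.2 and 405.7 against 355.9 and 299.5 FPKM, which did not pass, and its direction turned with quantile normalization. The list's call was lost at a mean of at least 5 FPKM (adjusted p = 0.0517, median log2 difference 0.02 against 0.30) and with camera on ranks (0.0631).

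The cholesterol synthesis and uptake list rose (adjusted p = 2.74e-06, and adjusted p = 0.702 with an estimated correlation). Of 23 genes, 14 were higher in both UAB126 libraries and 2 lower; adjusted over the list alone 10 passed as higher and 1 as lower, and over all genes 0. Sqle (squalene epoxidase) was at 7.71 and 10.2 against 40.3 and 31.3 FPKM, and Nsdhl at 30.2 and 24.9 against 75.7 and 63.7 FPKM. Lss and Sc4mol differed by 1.20 ± 0.24 and 1.03 ± 0.20. The fatty acid and triglyceride synthesis list did not pass (lower, adjusted p = 0.3497, median log2 difference -0.20). Its median was -0.36 without vehicle replicate 2, where the list passed. It shrank to -0.07 without vehicle replicate 1 and to -0.04 with quantile normalization (adjusted p = 0.906). In this list Thrsp, a lipogenic regulator, was at 1241 and 1215 against 474.7 and 406.5 FPKM and Mid1ip1 at 64.0 and 52.2 against 26.1 and 17.9 FPKM, while Me1 (malic enzyme) and Lpin1 were higher by 1.13 ± 0.24 and 1.73 ± 0.47. Adjusted over the list alone 1 passed as higher and 2 as lower.

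The acute phase list fell (adjusted p = 5.33e-07, and adjusted p = 0.702 with an estimated correlation). Its median log2 difference was -1.05, but -0.46 with quantile normalization, and from -1.24 to -0.75 over the fits without 1 library. Both UAB126 libraries were lower in 18 of 22 genes and higher in 2; adjusted over the list alone 8 fell and 1 rose, and over all genes 2 fell, Saa1 and Saa2. Lcn2 and Apcs are given above. The complement and coagulation list fell as well (adjusted p = 3.53e-04, and adjusted p = 0.702 with an estimated correlation), with 18 of 29 genes lower in both UAB126 libraries and 1 higher, and 0 genes passed adjusted over the list alone or over all genes. F7 (coagulation factor VII) was at 70.8 and 79.8 against 44.2 and 43.4 FPKM, and C8a, Kng2 and C8b differed by -0.96 ± 0.25, -0.97 ± 0.27 and -0.90 ± 0.27. Its adjusted p was 0.333 with quantile normalization. The hepatocyte marker list also fell (adjusted p = 0.0381, and adjusted p = 0.842 with an estimated correlation), with 10 of 17 genes lower in both UAB126 libraries and 1 higher, and none passed adjusted over the list alone. It holds Alb, listed at 0 in all but vehicle replicate 2. Asgr2 and Asgr1 differed by -0.75 ± 0.27 and -0.79 ± 0.29, Serpina1a by -0.66 ± 0.26 and Fgb by -0.98 ± 0.39. The median log2 difference of the hepatocyte list was -0.56, and -0.24 with the length trend removed, where it still passed (adjusted p = 0.0485). The call was lost without vehicle replicate 2 (median -0.36) and without UAB126 replicate 1 (median -0.37). It was also lost at a mean of at least 5 FPKM (adjusted p = 0.101, median -0.56), and the direction turned with quantile normalization.

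The inflammatory cytokine and NF-kB list moved the other way and rose (adjusted p = 0.0431, and adjusted p = 0.842 with an estimated correlation), with 7 of 20 genes higher in both UAB126 libraries and 3 lower, and 0 genes passing adjusted over the list alone. Its median log2 difference went from 0.28 to 0.05 without vehicle replicate 1. That of Kupffer cell markers, described below, went from 0.44 to -0.20 there. Whether these moves share a source was not tested. Il1r1 differed by 1.13 ± 0.28, Ccl5 by 1.30 ± 0.33 and Vcam1 by 0.98 ± 0.34, while Cxcl1, a neutrophil attractant, was at 16.9 and 44.9 against 10.8 and 5.37 FPKM. The call was lost without vehicle replicate 1 (adjusted p = 0.603), without UAB126 replicate 2 (0.109), with no filter (0.185), at a mean of at least 5 FPKM (0.251), with quantile normalization (0.143) and with camera on ranks (0.0617).

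Male-biased liver genes fell (adjusted p = 2.74e-06, and adjusted p = 0.702 with an estimated correlation), with 15 of 19 genes lower in both UAB126 libraries and 2 higher. With p adjusted over the list alone 7 passed, all lower, and over all genes 0. Ugt2b38, a glucuronosyltransferase, was at 7.38 and 6.62 against 1.15 and 1.29 FPKM, and Cyp2d9 at 1712.5 and 1609 against 656.0 and 495.5 FPKM. Mup20, a urinary pheromone protein whose reads are shared within its family, was at 12019 and 18994 against 3023 and 1374 FPKM, and Cyp4a12b differed by -0.95 ± 0.23. The female-biased list did not pass (higher, adjusted p = 0.283) and its 6 tested genes went both ways. Cyp2b9 was at 1.75 and 0.736 against 6.23 and 21.9 FPKM and Cyp17a1 at 6.21 and 14.2 against 34.1 and 103.7 FPKM. Sult1e1 (estrogen sulfotransferase) was at 2.95 and 1.75 against 0.235 and 0.167 FPKM, and Atp6v0d2 differed by -0.68 ± 0.22. Adjusted over the list alone 2 passed as higher and 2 as lower.

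The lipid droplet and PPAR-gamma list fell (adjusted p = 0.0129, and adjusted p = 0.814 with an estimated correlation), with 11 of 22 genes lower in both UAB126 libraries and 0 higher. In all, 7 passed adjusted over the list alone, all lower, and over all genes 1, Cidea. Apoa4, an apolipoprotein gene, was at 1021 and 831.4 against 254.0 and 223.5 FPKM, Fitm1, for a protein of fat droplet formation, at 144.7 and 138.2 against 14.9 and 33.4 FPKM, and Lipe (hormone-sensitive lipase) at 17.5 and 14.3 against 7.62 and 7.38 FPKM. Pparg itself was at 17.1 and 6.87 against 6.52 and 5.16 FPKM. The adipocyte marker list, which shares Cidea, Cfd and Lipe with it, fell (adjusted p = 0.0247, and adjusted p = 0.702 with an estimated correlation), with 4 of 7 genes lower in both UAB126 libraries and 0 higher; adjusted over the list alone 4 passed, all lower, and over all genes 1, Cidea. Cfd (adipsin) was at 213.2 and 51.2 against 2.54 and 19.6 FPKM, and Slc2a4 at 1.41 and 6.68 against 0.111 and 0.293 FPKM, while Adipoq, the adipocyte hormone adiponectin, was at 2.80 and 2.59 against 2.09 and 4.47 FPKM. With the length trend removed the adjusted p was 0.0715 for the lipid droplet list and 0.0945 for the adipocyte list, and without UAB126 replicate 1 it was 0.168 and 0.407. The lipid droplet call was also lost without vehicle replicate 1, where its median was -0.19. It was lost as well at a mean of at least 5 FPKM (adjusted p = 0.0947, median -0.22). The same held with quantile normalization (adjusted p = 0.0813, median -0.05) and with camera on ranks (0.0723). The adipocyte call was lost with camera on ranks (adjusted p = 0.115) and with no filter (0.0892). With no filter the adipocyte list held 11 genes and its median was -0.007.

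The glycolysis, fructose and glycogen list fell (adjusted p = 0.00626, and adjusted p = 0.702 with an estimated correlation), with 14 of 22 genes lower in both UAB126 libraries and 1 higher, and 0 genes passing adjusted over the list alone. Khk (ketohexokinase) was at 630.6 and 754.6 against 230.3 and 321.5 FPKM and Txnip, a glucose-responsive gene, at 110.0 and 89.1 against 37.8 and 51.4 FPKM. Gbe1 and Pklr differed by -0.81 ± 0.22 and -1.37 ± 0.42. The call was lost without vehicle replicate 1, where the median log2 difference was -0.35 against -0.34 in the main fit. It was also lost with quantile normalization (adjusted p = 0.114), where the median shrank to -0.12.

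Pericentral hepatocyte markers fell (adjusted p = 0.0389, and adjusted p = 0.765 with an estimated correlation), with 8 of 15 genes lower in both UAB126 libraries and 0 higher; adjusted over the list alone 1 passed, Oat. Cyp2c37 was at 172.1 and 135.5 against 27.1 and 74.0 FPKM and Rhbg, an ammonium transporter gene, at 12.3 and 10.3 against 5.07 and 7.62 FPKM. Axin2 lies among the inflated rows, from 31318.5 to 239373 FPKM. The call was lost without vehicle replicate 1, where the median log2 difference was -0.30 against -0.26 in the main fit. It was also lost with quantile normalization (adjusted p = 0.212, median 0.04) and with camera on ranks (0.103). The median shrank to -0.09 with the length trend removed, where the list passed (adjusted p = 0.0277), and to -0.12 without UAB126 replicate 1. Periportal markers did not pass (higher, adjusted p = 0.0673, median log2 difference 0.28), but did with quantile normalization (adjusted p = 4.20e-04), with the length trend removed (0.00530), at a mean of at least 5 FPKM (0.0371), without vehicle replicate 2 (0.00349) and without UAB126 replicate 1 (0.00637). This lean rested on single libraries: without vehicle replicate 1 the adjusted p was 0.575 and the median -0.10, without UAB126 replicate 2 they were 0.330 and 0.093. With no filter the adjusted p was 0.144, with camera on ranks 0.108 and with an estimated correlation 0.842. In that list Pck1 and Cyp17a1 are given above, and Cdh1 and Cyp2f2 differed by 0.98 ± 0.33 and 0.78 ± 0.26; 0 genes passed adjusted over the list alone.

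Markers of other liver cells differed as well. The sinusoidal endothelial list rose (adjusted p = 4.02e-06, and adjusted p = 0.765 with an estimated correlation), with 12 of 19 genes higher in both UAB126 libraries and 0 lower, and 0 genes passing adjusted over the list alone. Ehd3 was at 13.05 and 13.4 against 23.0 and 23.3 FPKM, and Gpr182, Stab1 and Eng differed by 0.74 ± 0.22, 0.67 ± 0.21 and 0.55 ± 0.18. The Kupffer cell and macrophage list rose (adjusted p = 0.00378, and adjusted p = 0.842 with an estimated correlation), with 6 of 19 genes higher in both UAB126 libraries and 0 lower, and 0 passing adjusted over the list alone. This rested on vehicle replicate 1, without which the list leaned lower (adjusted p = 0.880): Marco, a scavenger receptor gene of Kupffer cells, was at 0.887 and 16.3 FPKM in vehicle and 12.9 and 19.9 FPKM with UAB126. Emr1 (the macrophage marker F4/80) was at 1.15 and 1.87 against 4.39 and 3.31 FPKM, and Csf1r and Slc40a1 differed by 0.81 ± 0.36 and 0.44 ± 0.21.

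The cytosolic ribosomal protein list fell (adjusted p = 0.00385, and adjusted p = 0.842 with an estimated correlation), as did oxidative phosphorylation (adjusted p = 0.0455, and adjusted p = 0.929 with an estimated correlation). In these lists 10 of 37 and 8 of 45 genes were lower in both UAB126 libraries and 1 and 2 higher, and 0 passed adjusted over either list alone. Their median transcript lengths were 1151 and 1232 bases, the range in which the libraries differed most. With the length trend removed the ribosomal list had an adjusted p of 0.641, without vehicle replicate 2 one of 0.456 and with quantile normalization one of 0.272; for oxidative phosphorylation the direction turned with the length trend removed, with quantile normalization and without UAB126 replicate 1, and the call was lost without vehicle replicate 2 (adjusted p = 0.957), at a mean of at least 5 FPKM (0.325) and with rows naming several genes as members (0.0555). Rpl23 was at 159.0 and 276.5 against 128.1 and 92.8 FPKM and Ndufb3, of complex I, at 205.0 and 326.4 against 123.2 and 123.9 FPKM. The cell cycle list rose (adjusted p = 0.0281, and adjusted p = 0.702 with an estimated correlation), with 4 of 12 genes higher in both UAB126 libraries and 0 lower and 0 passing adjusted over the list alone. Its genes were low: Mcm6 was at 0.957 and 1.03 against 2.94 and 2.21 FPKM. The call was lost without vehicle replicate 1 (adjusted p = 0.0828), without UAB126 replicate 2 (0.0600) and with quantile normalization (0.124).

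**Figure D3:**
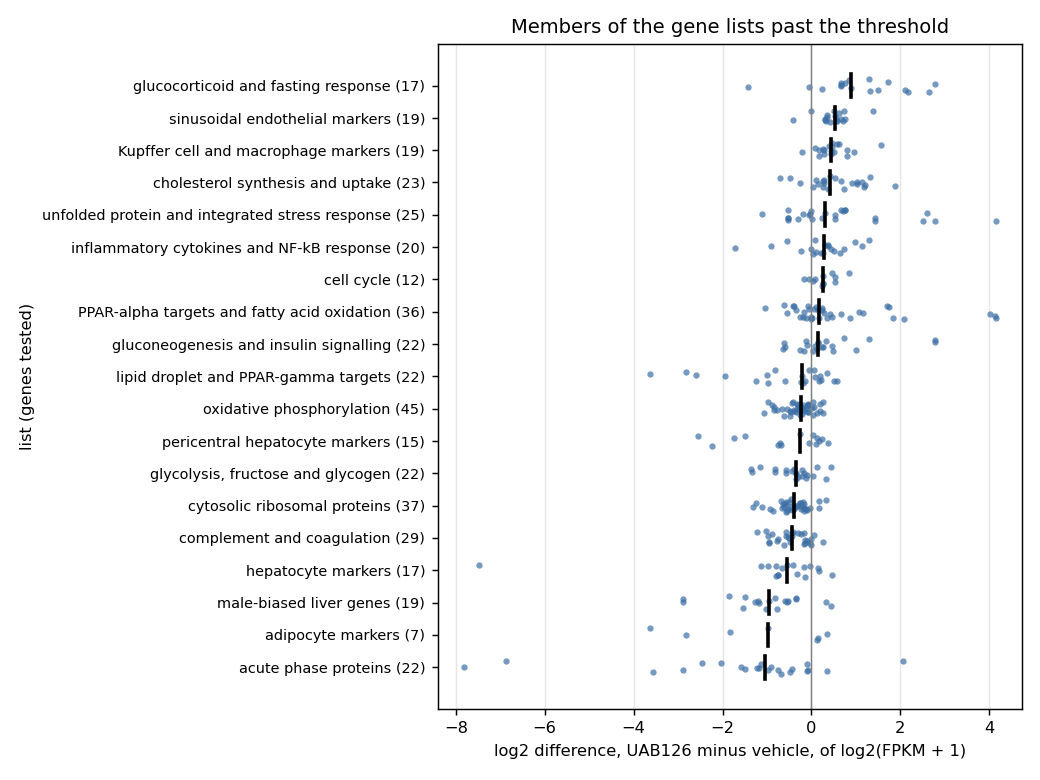
Log2 difference of UAB126 from vehicle, on log2(FPKM + 1), for each tested member (blue points) of the 19 gene lists that passed, with the median of each list as a black bar and the number of tested genes in brackets. The medians run from -1.05 for acute phase proteins to 0.88 for the glucocorticoid and fasting response, and members of most lists lie on both sides of 0.

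The other lists did not pass with camera, which tests for a shift of a list in one direction. CAR and PXR xenobiotic response genes, which mark the handling of foreign compounds, had an adjusted p of 0.834 and went both ways: Cyp2b10 was at 1.40 and 3.03 against 12.2 and 48.9 FPKM, and Ces2a at 99.1 and 116.7 against 49.9 and 63.3 FPKM. Adjusted over the list alone 2 passed as higher (Cyp2b10 and Cyp2b9) and 1 as lower (Sult1e1). The adjusted p was 0.115 for stellate cell markers, 0.291 for lipoproteins, 0.304 for recruited macrophage markers, 0.508 for cholangiocyte markers, 0.537 for the urea cycle and amino acid catabolism, 0.632 for extracellular matrix and 0.675 for the circadian clock. It was 0.888 for LXR targets, for retinoid metabolism, for the interferon response and for immediate early genes, and 0.972 for bile acid synthesis and for NRF2 targets. Single fits without 1 library passed for the CAR and PXR list (lower, 0.0416) and stellate markers (higher, 0.0238) without UAB126 replicate 2, and for recruited macrophage markers (higher, 9.64e-04) and the interferon response (higher, 0.0475) without vehicle replicate 2. Between median and test the sign differed for recruited macrophage markers, the interferon response, immediate early genes, bile acid synthesis and NRF2 targets. Adjusted over the list alone, genes passed in lipoproteins (1 higher, 2 lower), recruited macrophage markers (1 higher), extracellular matrix (1 higher, 1 lower), the circadian clock (1 higher, 2 lower), retinoid metabolism (1 lower, Cyp26a1), immediate early genes (1 higher) and NRF2 targets (1 higher, 1 lower). The mixed test of fry asks whether members move in either direction. Its adjusted p was 0.00758 for lipoproteins, 0.0116 for the clock, 0.0153 for retinoid metabolism and 0.0269 for LXR targets. It was 0.0283 for the CAR and PXR list and for bile acid synthesis. NRF2 targets had 0.0314, extracellular matrix 0.0342 and the interferon response 0.0376. Recruited macrophage, immediate early, urea cycle, stellate and cholangiocyte lists did not pass it (0.0646, 0.109, 0.128, 0.312 and 0.415). Lists with under 5 tested genes were tested only with no filter on low values: AhR targets (2 genes past the filter), T and NK cells (3), B and plasma cells (1), neutrophils (3), blood (2) and exocrine pancreas (2). Without the filter, T and NK cell markers (18 genes, adjusted p = 0.00364) and B and plasma cell markers (11 genes, adjusted p = 0.00602) passed as higher, on genes mostly under 1 FPKM and with no estimated correlation tried, and the other 4 lists did not pass (adjusted p from 0.275 upward). Of the blood list, Alas2 was at 163.9 and 189.1 against 59.8 and 70.8 FPKM.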

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

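The count of 15 genes (5 higher, 10 lower) became 27 with a pseudocount of 0.1, 24 with quantile normalization, 41 with a robust prior, 45 at a threshold of 0.1 and 26 with the length trend removed. The last alternative was chosen after seeing the data and was run on the 9770 symbols with a length. The count became 0 with no filter on low values (1764 genes with an unadjusted p under 0.05) and 0 with rows with no symbol kept, also chosen after seeing the data (1413 genes). Leaving out 1 library gave 0 to 442 genes, where the lone library of a group is assumed to vary like the others. Without UAB126 replicate 2 the count was 0, with 737 genes at an unadjusted p under 0.05. With a replicate block it was 148 (38 higher, 110 lower), and 18 lists passed, with the adipocyte (adjusted p = 0.0903) and pericentral (0.0530) calls lost and periportal markers passing (0.0276); the libraries share only a number, and deviations of same-numbered libraries correlated at 0.178 over genes. The count of 19 lists became 11 with quantile normalization, 13 with camera on ranks, 13 of 33 at a mean of at least 5 FPKM, 15 with the length trend removed, 0 with an estimated correlation and 0 with fry, and 13 to 19 without 1 library. The cause was not tested, except that a looser threshold lets more genes pass by construction.

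Of the results of named genes that passed, 132 alternatives kept the call and 52 lost it, with no change of direction. Of the 132, 11 are from the threshold of 0.1, at which no call can be lost. For named genes that did not pass, 1699 stayed so, 146 passed and 3 turned. The turned log2 difference was 0.073 for Hspa5 with quantile normalization. It was -0.25 for Adipoq without UAB126 replicate 2 and -0.025 for Marco without vehicle replicate 1. Over all fits without 1 library, the difference ran from -0.25 to 0.57 for Adipoq and from -0.025 to 3.17 for Marco. For lists that passed, 254 alternatives kept the call, 81 lost it and 5 turned. For those described that did not pass, the numbers were 75 unchanged, 8 passing and 6 turned. List results with a robust prior were identical to the main ones, so 19 of the 254 and 5 of the 75 are no separate check. The lists that turned in some fit had the following adjusted p. The ranges without 1 library include fits that kept the direction. Among the fits without 1 library, oxidative phosphorylation turned only without UAB126 replicate 1. Kupffer cell markers and the circadian clock turned only without vehicle replicate 1. The CAR and PXR list turned without vehicle replicate 1 and without UAB126 replicate 1. Hepatocyte markers had 0.531 with quantile normalization. Oxidative phosphorylation had 0.189 with quantile normalization, 0.508 with the length trend removed and 2.11e-04 to 0.957 without 1 library. Kupffer cell markers ran from 1.07e-15 to 0.880 and the circadian clock from 0.208 to 0.880 without 1 library. The CAR and PXR list had 0.981 with no filter, 0.872 at a mean of at least 5 FPKM, 0.716 with quantile normalization and 0.0416 to 0.943 without 1 library. The cause was not tested. Depth is known only relative to the other libraries, so its limit on low genes cannot be given in fragments.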

Other observations

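Several clock genes had different values in the groups, although the circadian list did not pass as a shift in one direction (camera adjusted p = 0.675). With fry's mixed test, of members moving either way, its adjusted p was 0.0116. Arntl, the core activator of the clock, was at 1.07 and 0.511 FPKM in vehicle and 3.04 and 3.30 FPKM with UAB126, and its partner Clock at 2.86 and 2.12 against 4.48 and 4.13 FPKM. The output gene Dbp was at 171.8 and 202.3 against 81.8 and 86.9 FPKM, Nr1d2 at 69.7 and 91.8 against 38.9 and 53.8 FPKM and Per3 at 9.09 and 6.10 against 5.14 and 3.21 FPKM. Per1 and Nr1d1 went the other way from these, at 3.65 and 5.36 against 6.81 and 9.64 FPKM and at 63.3 and 55.8 against 88.6 and 71.0 FPKM. None of these genes passed over all genes. Collection times are not given in the sources used here.

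The removal of the length trend and the comparison of endothelial with stellate and cholangiocyte markers were chosen after the results were seen, as was the use of the fits without vehicle replicate 1, fixed beforehand, as tests of an explanation. Permutations shuffle genes, which are not independent samples. Markers of endothelial and Kupffer cells were weighed against single libraries and transcript length. With the length trend removed both lists still passed at the preset correlation (adjusted p = 6.10e-05 and 1.73e-04). With an estimated correlation neither list passed (adjusted p = 0.765 and 0.842). Without vehicle replicate 1 the endothelial list passed (adjusted p = 0.0335), with its median falling from 0.54 to 0.32, and the Kupffer list did not (0.880), so the Kupffer difference may come from that library alone. Endothelial markers exceeded stellate and cholangiocyte markers by 0.47 ± 0.11 (permutation p = 1.1e-04). The excess was 0.37 with the length trend removed, 0.70 without vehicle replicate 2, 0.52 without UAB126 replicate 1 and 0.41 without UAB126 replicate 2. Without vehicle replicate 1 it was only 0.23 ± 0.17. Because the excess leaned on that library, a lower share of hepatocyte RNA could not be told from a change of endothelial cells.

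Ribosomal protein and oxidative phosphorylation genes have short transcripts. With the length trend removed their medians went from -0.39 to -0.06 and from -0.24 to 0.06 (adjusted p = 0.641 and 0.508), so both differences follow transcript length. The length trend also separated libraries of the same group, by 0.51 and 0.44 among the shortest transcripts, while UAB126 replicate 2 and vehicle replicate 1, of different groups, differed there by a median of 0 and had a Spearman correlation of their difference with length of -0.00694. Removing it would also remove a real change of short transcripts, so whether the cause is technical stays open.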
